A study of Mus musculus with 6 samples (transcriptomic, polyA RNA). Its data were reported in "Lung fibroblasts express a miR-19a-19b-20a sub-cluster to suppress TGF-β-associated fibroblast activation in murine pulmonary fibrosis" (2018).

How the data were processed

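Gene expression was measured by 3′SAGE-seq in mouse lung fibroblasts that had been transferred into bleomycin-treated lungs and recovered by cell sorting. There were 3 samples of control fibroblasts, which carried a mock retroviral vector, and 3 samples of sub-cluster fibroblasts, which carried a vector for the miR-19a-19b-20a sub-cluster. The 3′SAGE-seq method cuts cDNA at the sites of the enzyme NlaIII (CATG) and sequences a short tag next to the site nearest the poly(A) tail, so each transcript gives a tag from its 3′ end and the values need no correction for transcript length. Groups and replicate numbers were taken from the sample labels. The labels name the vector miR-20a, whereas the text that describes the series names the whole sub-cluster, and the name sub-cluster fibroblasts follows the latter.

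The authors trimmed and filtered the Ion Proton reads with Trimmomatic and PRINSEQ, mapped them with Bowtie2 to the sense strand of RefSeq mouse transcripts (mm10), removed reads that did not start at an NlaIII site, and summed the tags of each gene. The authors then adjusted each sample to a common total of tags and rescaled the samples against each other with the TCC package, so the deposited values are normalised tags and not counts. They are called normalised tags below. The deposited columns summed to between 887261.7 and 1062711, and 22025 genes were listed, each with at least 1 tag in some sample. The scaling assumes that most genes do not differ between the groups, so a shift of all genes in one direction would not be visible in these values. Any gene that is not among those listed was not in the files analysed here.

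Every value in a sample was a whole multiple of the smallest non-zero value of that sample, with a largest departure of 0.00178 tags, so the value of 1 tag and the total number of tags could be recovered. The totals ranged from 5503761 to 8593368 tags, and 1 tag was worth 0.116281 to 0.17689 normalised tags. A gene represented by 3 tags, taken here as the smallest abundance that can be told from 0, corresponded to 0.349 to 0.531 normalised tags depending on the sample. The precision is therefore high for abundant genes, where the spread between replicates dominates, and poor for genes under 1.

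The design written before the files arrived had been for a likelihood ratio test on tag counts, with a second choice if the files held normalised values. Because the deposited values are not counts, the second choice was used. Values were transformed to log2(value + 1), and sub-cluster and control fibroblasts were compared gene by gene with limma 3.58.1 in R 4.3.3, with moderated statistics and a mean-variance trend, over all 22025 genes and all 6 samples without covariates. P-values were adjusted by the Benjamini-Hochberg method. A gene was counted as changed with an adjusted p-value under 0.05, a fold change over 1.5 and a mean over 30 in the higher group. The authors used the same threshold values with a likelihood ratio test from the edgeR package, but they give only a minimum expression level over 30. Applying it to the mean of the higher group was a choice made here. Fold changes are differences on the log2(value + 1) scale and understate the change of genes with low values. A quasi-likelihood test and a Wald test, listed beforehand as other choices, are made for deposited counts and were not run, and of the tests that use tags only limma-voom was applied to the recovered tags. Several fits were looked at while the scripts were being written, and the main fit stayed as fixed beforehand.

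The genes named in the text followed a rule written before the files arrived. They are 18 genes that the study's text names, and the host gene and precursors of the vector's insert. Also included are, among changed genes whose samples did not overlap between the groups, the 5 with the largest rise and the 5 with the largest fall. Of the 18, the text names Tgfbr2 for transduced cells in culture and Col1a2 for qPCR of transferred cells, and not for the 3′SAGE-seq comparison. Values of some genes that the rule picked are not given here, although the counts include them. Part of a supplementary gene list of the study had been read by then, and some of these 10 genes were on it. Genes named only under the other observations were chosen after seeing the data. Coordinates, untranslated regions and CATG positions are from GENCODE M21 on GRCm38, the assembly also called mm10, matched by gene symbol. Tag positions are those of the CATG nearest the 3′ end of the annotated transcript and were not read from the files, which give no sequences.

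A list of 34 TGF-β response genes and a list of 33 cell cycle genes, both written before the files arrived, were tested with camera from limma (inter-gene correlation 0.01) over genes with a mean of at least 10. The study's text, which names lowered genes of both kinds from these data, was known by then, so the lists are not independent of the data. Only the TGF-β list was retested without the genes that the study names. To look for a shift of transcripts with microRNA sites, the log2 fold change was regressed across genes on the presence of the 7-base seed match in the longest annotated 3′ UTR, with log2 UTR length and GC content as covariates. The p-value is the rank of the site's t statistic among 298 other 7-base words of the same base composition. Genes are not independent replicates, so this p-value describes words and not samples. A site score per sample, compared between groups with an exact permutation test, was added after the results had been seen. With 3 samples against 3, the smallest p-value of such a test is 0.1.

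Alternatives covered the normalisation (library size only, plain TMM, median of ratios), a filter on low tag numbers (10 tags at the median depth in 3 samples and 15 tags in total), a pseudocount of 0.1, limma-voom on the recovered tags, a block for the replicate number, other thresholds, other expression minimums, and leaving out each of the 6 samples. The filter and both size-factor methods were written out and applied to the recovered tags. Fitting without a mean-variance trend and testing only genes over 30 were added after seeing the data. The scripts were tested on simulated data in which 200 genes had been changed. Of these, 98% were recovered and 0% of the genes called were false, and a planted word ranked 1 among the words. The planted changes had a size of 1 on the log2 scale, and every gene had the same spread beyond tag sampling. The coefficient of the planted word was −0.104, against −0.0434 for the miR-19 site in the data. The simulation was therefore easier than the data and does not give their error rates. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.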

Results

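The transcriptome of transferred lung fibroblasts was measured by 3′SAGE-seq, which counts short tags from the 3′ ends of polyadenylated transcripts. Primary fibroblasts from the lungs of Col1a2-GFP mice, in which collagen-producing cells carry green fluorescent protein, were transduced with a retrovirus that also carried the cell surface marker hLNGFR. Control fibroblasts received a mock vector, and sub-cluster fibroblasts received a vector for miR-19a, miR-19b and miR-20a, which are neighbouring microRNAs of the miR-17~92 cluster. The recipients were C57BL/6 mice given 2 mg/kg of bleomycin, a drug that injures the lung and leads to fibrosis. At day 7 after bleomycin, the cells were placed in the trachea, and 3 days later the GFP-positive, hLNGFR-positive donor cells were sorted from the lungs. The data held 3 samples of each group. No sequencing date or batch was given in the labels.

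Control samples 1 to 3 held 8490344, 6536294 and 5503761 tags, and sub-cluster samples 1 to 3 held 6959506, 6519619 and 8593368 tags. The mean depth was 6843466 ± 1516801 tags in control and 7357498 ± 1092660 in sub-cluster fibroblasts (SD, n = 3 each; exact permutation p = 0.6). Between 17285 and 18209 genes were detected per sample, and 4363 to 4439 genes exceeded 30 normalised tags, in columns that summed to between 887261.7 and 1062711. The 10 most abundant genes took 18.39% of the tags in sub-cluster sample 1 and 20.73% to 22.94% in the other samples.

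By rank correlation, samples of one group resembled each other more than samples of different groups. Over the 8006 genes with a mean of at least 10, Spearman correlations across genes were 0.9772 to 0.9851 among control samples, 0.9707 to 0.9794 among sub-cluster samples, and 0.953 to 0.9687 between the groups. Genes are not independent replicates, so these values describe similarity and carry no p-value. Every pair of samples differed by more than tag sampling, with chi-square values of 5.912 to 50.22 per degree of freedom, and all 6 were kept as separate replicates. The cDNA was amplified by PCR before sequencing, so these values cannot tell biological from technical variation. By the chi-square measure sub-cluster samples 1 and 2 differed more from each other (26.76) than sub-cluster sample 2 did from control samples 1 to 3 (23.73, 17.53 and 14.93). The first principal component held 46.5% of the variance and placed control samples at −13.36, −13.77 and −7.259 and sub-cluster samples at 17.41, 6.156 and 10.83.

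To determine which transcripts differed in sub-cluster fibroblasts, the groups were compared over 22025 genes. Of these, 297 had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg). A total of 103 genes also passed the thresholds for fold change and abundance, with 70 higher and 33 lower in sub-cluster fibroblasts. In all 103, every sub-cluster sample lay beyond every control sample. The log2 fold changes ran from 0.5858 to 1.94 for higher genes and from −0.5884 to −1.435 for lower genes. With the replicate number as a block, 87 genes passed (58 higher and 29 lower). The pairing is taken from the labels, and samples with the same number did not deviate together: their mean correlation was −0.014, against 0.008 for different numbers, and 3 of the 6 possible pairings gave a mean as high as the labelled one. The count was sensitive to how the spread of each gene was estimated, and without a mean-variance trend only 4 genes passed, all of them higher. Among the fits that each left out 1 sample, the lowest count was 41, without sub-cluster replicate 2.

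**Figure D1:**
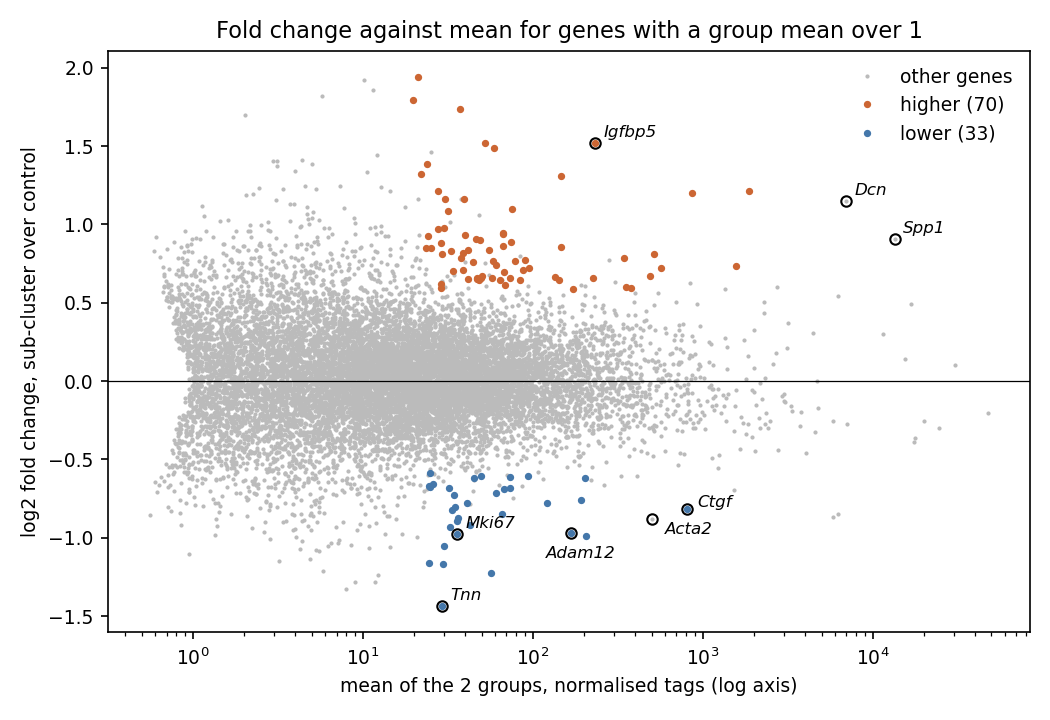
Log2 fold change of sub-cluster over control fibroblasts (vertical axis) against the mean of both groups in normalised tags (horizontal log axis), 1 point per gene with a group mean over 1. The 70 higher genes are orange and the 33 lower genes blue, from −1.435 for Tnn to 1.94 for LOC101056300, and Dcn (1.151), Spp1 (0.9052) and Acta2 (−0.88) are grey because their adjusted p-values were over 0.05.

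The study asked whether the sub-cluster lowers genes linked to TGF-β, a growth factor that activates fibroblasts. Adam12, which encodes a metalloproteinase, fell from 221.284 ± 31.49 normalised tags in control to 112.256 ± 9.101 in sub-cluster fibroblasts (SD, n = 3 each), a log2 fold change of −0.9664 (standard error 0.11, limma adjusted p = 0.000974). Adam12 lies on the minus strand of chromosome 7 at 133883199 to 134232146 (GRCm38), and its 3′-most CATG lies in the 3′ UTR at 133883317 to 133883320, where the transcript reads CATGCTGTTATTTTTGTACGCATTT. Itga5, an integrin gene on the minus strand of chromosome 15 (103344286 to 103366763), fell from 153.686 ± 12.38 to 89.3362 ± 8.657 (log2 fold change −0.7774, standard error 0.0996, adjusted p = 0.00179). Its 3′-most CATG, at 103344693 to 103344696, was also in the 3′ UTR. Ctgf, for which the annotation held no entry under that symbol, fell from 1018.25 ± 78.24 to 593.414 ± 160.8 (log2 fold change −0.8153, adjusted p = 0.0434). The adjusted p-value of Ctgf was 0.0848 with the replicate number as a block and 0.00518 with limma-voom. It was under 0.05 in 2 of the 6 fits without 1 sample. The α-smooth muscle actin gene Acta2, on the minus strand of chromosome 19 (34241090 to 34255590) with its 3′-most CATG in the 3′ UTR (34241106 to 34241109), had 632.669 ± 83.19 in control and 371.392 ± 166.9 in sub-cluster fibroblasts. The samples of Acta2 did not overlap, but the difference did not pass (log2 fold change −0.88, standard error 0.263, adjusted p = 0.12). Sub-cluster sample 1 read 186.772 and the others 511.5 and 415.904. Postn, Tgfbi and Has2 had log2 fold changes of −0.695, −0.6314 and −0.6149 with adjusted p-values of 0.116, 0.0827 and 0.112, and only the samples of Has2 overlapped. The collagen genes Col1a1 and Col1a2 had lower means in sub-cluster fibroblasts but did not pass, at 19678.1 ± 1529 against 15842 ± 4978 (adjusted p = 0.795) and 26788.6 ± 2855 against 22337.2 ± 6301 (adjusted p = 0.867). For both, the SD among sub-cluster samples was larger than the difference between the means. The standard errors of Col1a1 and Col1a2 were 0.627 and 0.763 in the main fit and 0.163 and 0.151 with limma-voom. Neither passed with limma-voom (adjusted p = 0.28 and 0.356). By qPCR of sorted transferred cells, the study reported significantly lower Acta2, Col1a1 and Col1a2 mRNA in sub-cluster fibroblasts. Leaving out sub-cluster replicate 1 moved Acta2 most, to a log2 fold change of −0.4468 (standard error 0.123, adjusted p = 0.0868). Under limma-voom on the recovered tags, Acta2 (adjusted p = 0.0486), Postn (0.0141) and Tgfbi (0.0406) passed the adjusted p-value threshold and Has2 (0.0574) did not.

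Among genes the study named as upregulated, Igfbp5 rose from 116.455 ± 22.23 to 348.808 ± 141.7 normalised tags (SD, n = 3 each), with a log2 fold change of 1.517 (standard error 0.211, limma adjusted p = 0.00355). It lies on the minus strand of chromosome 1 (72857932 to 72874884), with its 3′-most CATG in the 3′ UTR at 72858960 to 72858963. The matrix metalloproteinase gene Mmp3, on the plus strand of chromosome 9 (7445822 to 7455975), rose from 27.0975 ± 4.992 to 53.2364 ± 14.75 (log2 fold change 0.9315, adjusted p = 0.0157). For Dcn, which encodes the proteoglycan decorin on the plus strand of chromosome 10 (97479609 to 97518143), the means were 4350.87 ± 211.2 and 9656.57 ± 252.4. The separation was many times the spread between samples, yet the adjusted p-value was 0.112 (log2 fold change 1.151, standard error 0.333). The trend gave the 20 genes of highest abundance a prior standard deviation of 0.589 on the log2 scale, against an observed 0.287. Spp1 and Mmp2 also had higher means, with log2 fold changes of 0.9052 and 0.6292 and adjusted p-values of 0.487 and 0.0565. With limma-voom the adjusted p-value of Dcn was 1.81e-06 at a log2 fold change of 1.137, and those of Spp1 and Mmp2 were 0.016 and 0.00745. The study reported that qPCR of transferred cells also showed the changes of Adam12, Dcn, Igfbp5, Mmp3 and Spp1. Of the 18 genes named in the study's text, 15 had samples that did not overlap and 7 passed all thresholds. With the replicate number as a block, Ctgf (adjusted p = 0.0848) and Mmp3 (0.0736) no longer passed. With limma-voom both had adjusted p-values under 0.05 (0.00518 and 0.00801).

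**Figure D2:**
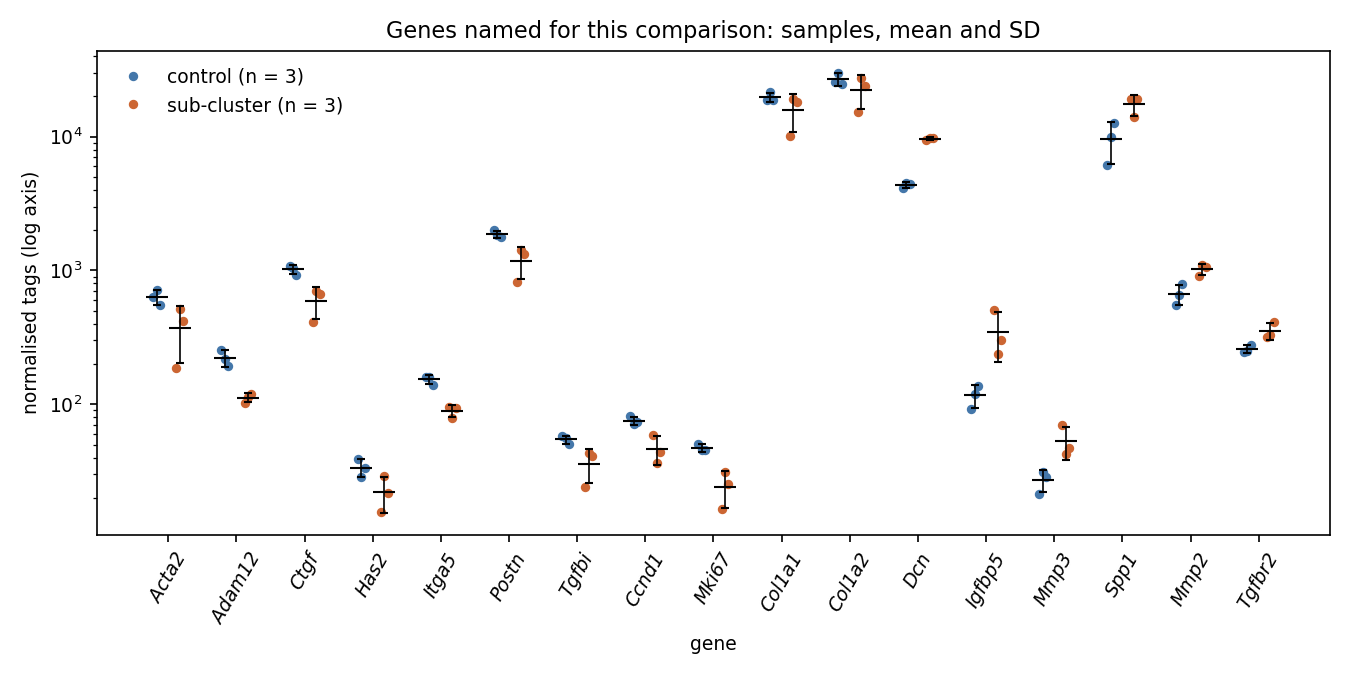
Normalised tags (log axis) of 17 genes named in the study's text, with 1 point per sample, a horizontal bar at the mean and a vertical bar for 1 SD, for control (blue, n = 3) and sub-cluster (orange, n = 3) fibroblasts. Samples did not overlap in 14 of these genes, and the sub-cluster mean was 9656.57 against 4350.87 for Dcn and 112.256 against 221.284 for Adam12.

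Tgfbr2, the TGF-β receptor gene that each microRNA of the sub-cluster is predicted to target, was not lower at the RNA level in sub-cluster fibroblasts. Its means were 258.447 ± 18.65 in control and 351.584 ± 50.37 in sub-cluster fibroblasts (SD, n = 3 each; log2 fold change 0.4356, standard error 0.114, limma adjusted p = 0.0811), and every sub-cluster sample was above every control sample. The gene lies on the minus strand of chromosome 9 at 116084293 to 116175360. Its 3′ UTR holds the miR-19 site TTTGCAC at 116090077 to 116090083 and the miR-20a site GCACTTT at 116090074 to 116090080, which share bases. A miR-19 site also lies in Adam12, Postn, Ccnd1 and Spc24, which had lower means in sub-cluster fibroblasts. A miR-20a site also lies in Has2 and Ccnd1, with lower means, and in Spp1, with a higher mean. Without sub-cluster replicate 3, the log2 fold change of Tgfbr2 was 0.3214, the smallest under any setting. It was largest, at 0.5055, without sub-cluster replicate 1 (adjusted p = 0.0258). The adjusted p-value was also under 0.05 with limma-voom (0.0466) and a pseudocount of 0.1 (0.0468), and over 0.05 under the other settings. In cultured cells, the study reported no significant change of Tgfbr2 mRNA but lower Tgfbr2 protein. The study also reported that the sub-cluster suppressed a reporter with the intact Tgfbr2 3′ UTR and not the mutant reporters. RNA values cannot test an effect on protein.

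Of the changed genes with separated samples, the largest rises included those of LOC101056300 (log2 fold change 1.94, limma adjusted p = 0.0483), LOC101056296 (1.795, adjusted p = 0.0403), Ybx3 (1.519, adjusted p = 0.0149) and Igfbp5. The LOC genes had no entry in the annotation and varied widely, with 21.2907, 14.3442 and 69.0911 for LOC101056300 in the sub-cluster samples. The largest falls were those of Tnn (−1.435, adjusted p = 0.0305), D17H6S56E-5 (−1.222), Spc24 (−1.17), Ccnb2 (−1.159) and Cenpa (−1.053). Tnn, on the minus strand of chromosome 1 (160085029 to 160153580), fell from 43.9374 ± 24.34 to 14.4118 ± 3.996 normalised tags (SD, n = 3 each), and its control samples ran from 22.6419 to 70.4663. The adjusted p-value of Tnn was 0.0987 with the replicate number as a block and 0.0139 with limma-voom. Spc24, Ccnb2 and Cenpa take part in chromosome segregation or the cell cycle, as do Mki67 and Ccnd1. Mki67, on the minus strand of chromosome 7 (135689784 to 135716361), fell from 47.1531 ± 3.072 to 24.1951 ± 7.311 (log2 fold change −0.9766, standard error 0.169, adjusted p = 0.0127), and Ccnd1 fell by 0.7124 on the log2 scale (adjusted p = 0.0228). In this set the log2 fold change of LOC101056300 moved most, to 1.299 without sub-cluster replicate 3.

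The transcripts of the vector's insert and of its host gene were near the limit of detection. Mature microRNAs are not captured by this assay, and why the precursor and host gene gave few tags was not tested. Mir19b-1, at 115044305 to 115044391 on the plus strand of chromosome 14, had 0 tags in each control sample and 3, 5 and 8 tags in sub-cluster samples 1 to 3, or 0.728164 ± 0.3115 normalised tags (SD, n = 3). Its log2 fold change was 0.7726 (standard error 0.156, limma adjusted p = 0.0273), and its abundance lies far under the threshold of 30. The host gene Mir17hg, at 115042879 to 115046727, read 0.688644 ± 0.2005 in control and 0.579742 ± 0.1394 in sub-cluster fibroblasts, from 3 to 6 tags per sample, and no difference was detectable at this depth (adjusted p = 0.82). Mir19a and Mir20a were not in the files analysed here. With limma-voom the log2 fold change of Mir19b-1 became 3.307 (standard error 0.633), since that method adds less to each value before the logarithm. Its adjusted p-value was 0.0103 with limma-voom and 0.067 with the replicate number as a block. It was under 0.05 in 1 of the 6 fits without 1 sample.

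To compare genes of a pathway together, the fold changes of both gene lists were averaged. Of the TGF-β response genes, 33 were abundant enough to test, and their mean log2 fold change was −0.3067, with 24 lower and 9 higher (a p-value of 5.55e-05 by limma's camera test, and the same after adjustment for both lists). The deviation of the list from the mean of all samples was 0.154 ± 0.051 in control and −0.153 ± 0.307 in sub-cluster fibroblasts (SD, n = 3 each; exact permutation p = 0.1, the smallest that the design allows). Sub-cluster sample 1 stood at −0.505, and samples 2 and 3 at 0.059 and −0.014. All 17 cell cycle genes tested were lower, with a mean of −0.6009 (camera p-value of 1.85e-10, adjusted p = 3.7e-10), and the sample deviations were 0.301 ± 0.114 in control and −0.3 ± 0.263 in sub-cluster fibroblasts (SD, n = 3 each; exact permutation p = 0.1). With the replicate number as a block, the p-values were 4.92e-05 for the TGF-β list and 1.7e-10 for the cell cycle list; the means cannot move in a balanced design. The TGF-β mean was closest to 0 without sub-cluster replicate 1, at −0.1308, and it was −0.1608, with a camera p-value of 0.0959, without the genes that the study names. The cell cycle mean moved most without sub-cluster replicate 2, to −0.7446.

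Because the vector encodes microRNAs, transcripts with matching sites were compared with other transcripts. Of the 8006 genes with a mean of at least 10, 92.1% had an annotated 3′ UTR, which left 7370 genes. The 1109 genes with the miR-19 site TTTGCAC had a mean log2 fold change of −0.0172, the 1216 genes with the miR-20a site GCACTTT 0.0118, and the 5394 genes with neither 0.0244. With UTR length and GC content in the model, the coefficient of the miR-19 site was −0.0434 (standard error 0.00878, t = −4.95). None of the 298 background words had a t as negative, which gave the smallest p-value possible, 0.00334 (adjusted for both sites 0.00669). The coefficient of the miR-20a site was −0.00678 (standard error 0.00854), and 115 of the words were more negative (rank p = 0.388 and adjusted p = 0.388, n = 298 words). This ranking is across words and does not take the replicates into account. Scored per sample, the miR-19 site stood at 0.0217 ± 0.0089 in control and −0.0217 ± 0.0106 in sub-cluster fibroblasts (SD, n = 3 each; exact permutation p = 0.1, the smallest available), and the miR-20a site at 0.0034 ± 0.009 and −0.0034 ± 0.0172 (exact permutation p = 0.7). Sought in coding sequence instead of the 3′ UTR, the miR-19 word had a coefficient of −0.02111 (standard error 0.0105), with a rank p-value among the words of 0.0569.

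**Figure D3:**
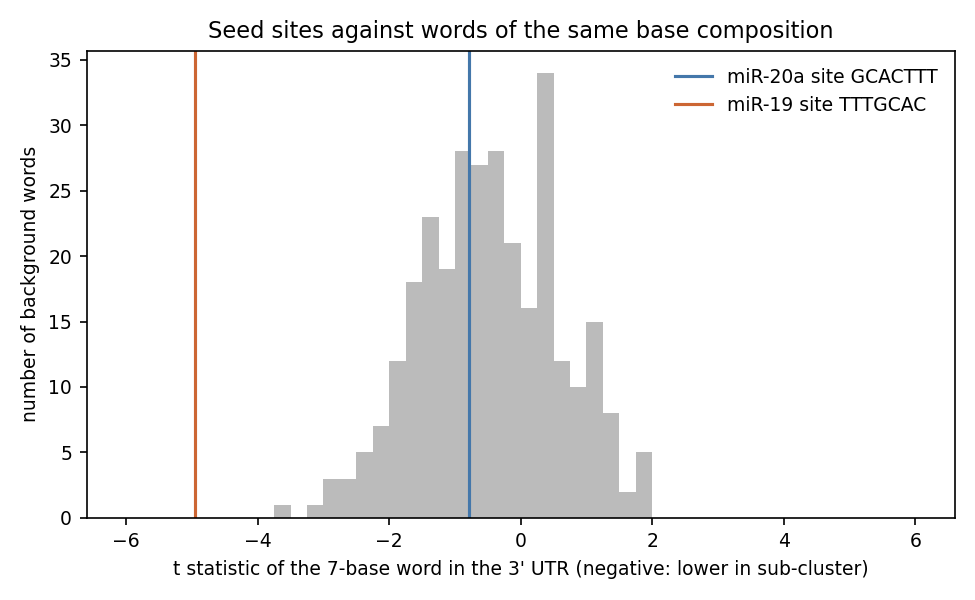
Histogram of the t statistics of 298 background 7-base words in the 3′ UTR (horizontal axis, negative where transcripts with the word were lower in sub-cluster fibroblasts; vertical axis, number of words), with lines at the miR-19 site (orange, −4.95) and the miR-20a site (blue, −0.793). The most negative background word was at −3.59.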

Values the study reported

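The study reported 160 differentially expressed genes in sub-cluster fibroblasts, of which 59 were upregulated and 101 were downregulated. Expression ratios of the lowered genes were given as 0.33 to 0.66, and those of the raised genes as 1.5 to 4.73.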

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

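No result reversed direction under any alternative. Of 99 comparisons of a main result with an alternative, 77 left it unchanged by the criteria used (a count within 1.5 times, or the same side of the test's threshold). The cell cycle list and the miR-20a site never crossed their thresholds.

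The counts of changed genes depended on the thresholds and on the estimate of spread. Without a minimum expression 194 genes passed (122 higher, 72 lower), and with no fold-change minimum 201 (116 higher, 85 lower). Under limma-voom the lower genes numbered 51. With no mean-variance trend, a setting chosen after seeing the data, 4 genes passed, 4 higher and 0 lower. That fit gives all genes 1 prior spread although the spread depends on abundance (prior standard deviation 0.302 at mean log2 values of 1 to 4 and 0.119 at 6 to 8), which may penalise the well-measured genes. Across the 6 fits that each left out one sample, between 41 and 149 genes passed, 24 to 99 of them higher and 17 to 57 lower. The counts therefore have a wide range with 3 samples per group. The self-contained fry test gave the TGF-β list the same mean, −0.3067, with a p-value of 0.121, and without the genes that the study names the mean was −0.1608 (camera p-value of 0.0959). The list's result under camera thus rests in part on those genes. The miR-19 word in coding sequence had a coefficient of −0.02111 (rank p-value among the words of 0.0569).

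For the named genes, 490 values under alternatives were compared with the main fit: 405 kept their side of the threshold, 59 lost significance, and 26 gained it. Most losses came from fits with 1 sample fewer or no trend. Of the gains, 7 came with limma-voom and 7 with a pseudocount of 0.1, among them Acta2 (adjusted p-value of 0.0384), Has2 (0.0463) and Tgfbi (0.0276) with the latter, and no explanation of these was tested. For Dcn, the wide prior spread of genes over 12 on the log2 scale (0.589 against 0.287 observed) could be a reason, as its adjusted p-value was 0.0248 with no mean-variance trend. Spp1, Col1a1 and Col1a2 were also over 12. Their standard errors were 0.529, 0.627 and 0.763 in the main fit and 0.265, 0.237 and 0.216 with no trend. Their limma adjusted p-values with no trend stayed over 0.05 (0.209, 0.575 and 0.625). Depth limits the insert genes, which rest on 8 tags or fewer per sample. The planned quasi-likelihood and Wald tests, and the likelihood ratio test of the first design, were not run or timed. The deposited values are not counts, and although tags could be recovered from them, only limma-voom was applied to those. How the study's own kind of test would count the genes is therefore not known from these results. The low-count filter and testing only genes over 30 gave no value for the insert genes.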

Other observations

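The total number of changed genes here was 103. That is lower than the value quoted from the study above. The study used a likelihood ratio test from edgeR and the count here is from limma, so the counts come from different tests.

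The number of genes lower in sub-cluster fibroblasts here was 33. That is lower than the value quoted from the study above. The number of genes higher in sub-cluster fibroblasts was 70, which is above the value quoted from the study. These counts also come from different tests. With limma-voom 51 genes were lower and 74 higher, and with no mean-variance trend 0 were lower and 4 higher.

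The 6 samples can be divided into 2 groups of 3 in 10 ways, so no count of splits can give a share under 0.1. For the genes changed, 1 of the 10 splits, the real one, gave as many, and the other splits gave 0 genes. It was also 1 of 10 for the higher genes, for the lower genes, for the TGF-β list and for the cell cycle list. For the miR-20a site, 8 of the 10 splits gave a t statistic as far from 0. With so few splits, none of these results can be told apart from a chance arrangement of the samples by this test. A difference in library depth was tested as a cause, and the totals did not separate the groups (exact permutation p = 0.6); that prediction was written after the totals had been seen. GC content was also tested: fold changes followed transcript GC with a Spearman rho of 0.0353 across 7370 genes, with a value available for 91.3% of the changed genes.

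The miR-19 site shift was larger than that of any background word, but 2 of the 10 splits gave a t statistic as far from 0. The other was control samples 1 and 3 with sub-cluster sample 1 against the rest, at a size of 5.306 against 4.946 for the real groups. Scaling by the background words of each split, which was done after seeing this, again gave 2 of 10. The coefficient itself was largest for the real groups, as the site scores per sample in the report show, but that measure was added later. The 3′ UTR length or GC content was tested by comparing genes within 100 strata of both, where the coefficient was −0.0428 (standard error 0.00888), or 105% of the one without covariates, a prediction written after the effect of the covariates had been seen. Dependence on 1 sub-cluster sample was tested by leaving out each sample. The rank p stayed at 0.00334, its smallest possible value, which does not show how far the shift moved. The coefficient ran from −0.051 without sub-cluster replicate 1 to −0.03853 without sub-cluster replicate 2. The miR-19 coefficient differed from that of miR-20a by −0.0366, and 0.576% of ordered pairs of background words differed as much; this prediction was written after the difference was seen. A direct effect of miR-19 on transcripts with its site is a possible explanation. The split counts cannot set it apart from variation between samples that is unrelated to the vector, as 10 splits allow no share under 0.1. The site scores did separate the groups, at 0.0128 to 0.0305 in control and −0.0307 to −0.01 in sub-cluster samples. The larger t statistic of the other split leaves the question open.

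Sub-cluster sample 1 lay farthest from the control samples, at 17.41 on the first principal component against 6.156 and 10.83, and it had the lowest TGF-β deviation, −0.505. More insert RNA in that sample could be a source, but its Mir19b-1 value ranked 3 of 3, from 3 to 8 tags per sample, too few to decide. Library depth was 6959506 tags, within the range of the control samples. Macrophage RNA was tested too, and marker genes differed by −0.016 on the log2 scale from the next sub-cluster sample. The predictions for insert RNA and depth were written after those values had been seen. The labels give no batch, so a difference in handling was not tested.

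Spp1, with a mean of 9599.3 in control and 17409.3 in sub-cluster fibroblasts, is also expressed by macrophages, so carried-over macrophage RNA was tested as a source. The 12 macrophage marker genes in the files had a mean log2 fold change of 0.0891, with 6 higher and 6 lower, and their means summed to 2.97 and 5.01 normalised tags against a rise of 7810 for Spp1. Lyz2 (log2 fold change 0.7931, limma adjusted p = 0.0323) and Cd14 (0.8383, adjusted p = 0.165) rose with samples that did not overlap. Mrc1 fell with samples that did not overlap (−0.2574, adjusted p = 0.312). None of the markers reached a mean of 10, and testing them with no minimum was chosen after that was seen. Macrophage RNA is therefore unlikely to account for the rise, which itself did not pass in the main fit (adjusted p = 0.487) and passed with limma-voom (0.016).

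Some genes that the study's text does not name separated the groups clearly. Prg4 rose from 30.6294 ± 2.456 to 88.2457 ± 13.16 (SD, n = 3 each; log2 fold change 1.489, limma adjusted p = 2.95e-05), and Pi16, which stayed under the abundance threshold of 30, from 3.68722 ± 0.9293 to 16.5728 ± 2.077 (1.919, adjusted p = 0.000496). Both, with Dcn, might reflect a shift towards adventitial fibroblasts, the cells around vessels and airways. A list of 14 other adventitial markers was written once these genes had been noticed. The 8 of them with a mean of at least 10 were all higher (mean log2 fold change 0.285, camera p-value of 0.00869, or 0.0261 after adjustment for the 3 marker lists). That minimum removed every marker that fell. With no minimum, a setting added after seeing the data, 11 of the 14 markers were higher and 3 lower (mean 0.255, camera p-value of 0.0037), and Dpp4 fell with samples that did not overlap (log2 fold change −0.4911), from means under 1. However, 2 of the 10 splits moved the list as far from 0, a prediction written after the list's own result was known. The list mean moved the way such a shift predicts. The split count cannot tell this apart from a chance arrangement, because 10 splits allow no share under 0.1. That count covers only the list. Prg4 and Pi16 themselves passed the adjusted p-value threshold in all 6 fits that left out 1 sample.

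Rian, a long non-coding RNA of the imprinted Dlk1-Dio3 region, fell from 272.312 ± 25.33 to 136.388 ± 1.69 normalised tags (SD, n = 3 each; log2 fold change −0.9883, limma adjusted p = 0.000218). A change of the whole imprinted cluster would lower its neighbours too. Of the listed neighbours only Meg3 had a mean of at least 10, and it stood at 517.813 ± 23.39 and 540.742 ± 30.28, so it did not fall. Of the scarcer neighbours, Mirg was lower (log2 fold change −0.2133) and Dio3 higher (0.535), both with overlapping samples. Dlk1 and Rtl1 had means under 1, too scarce to test. In all, 0 of the other genes of the cluster fell with separated samples, but that rests mainly on Meg3. Shared tags or clonal differences between the transduced cell pools were not tested, and no biological explanation other than a change of the cluster was tested.

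LOC101056300 and LOC101056296 rose together. If tags are shared between near-identical transcripts, the ratio of their tags is the same in every sample, and it ran from 0.659 to 1.2 with no detectable difference (chi-square p = 0.248). The prediction was written after the joint rise was seen. The pair is consistent with a single signal counted under 2 names, and the values of each gene are uncertain for that reason.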
